A study of Caenorhabditis elegans with 55 samples.

How the data were processed

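The series holds small RNA libraries made from whole *C. elegans* worms at the L4 larval stage, grown at 20 C, and mRNA libraries grown at 20 C and 25 C. The small RNA libraries are immunoprecipitates (IP) of Argonaute proteins and the total small RNA of the same lysates (input). Per the labels, RNA for the small RNA libraries was treated with a 5' polyphosphatase before the library kit, and mRNA libraries were directional and selected for polyA RNA.

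The deposited small RNA tables give RPM, reads scaled to a total of 1000000 assigned reads in each library, with 0.01 added to every value. This unit was read from the values, since each column sums to 1000000 once the offset is taken off. Of the values of at most 20 reads in each library, 74.3% to 87.2% were whole multiples of the smallest step, within a tolerance of 0.02 reads; the others were fractions, as for reads shared between features. Each of the 10 tables was scaled per library by the authors, and no normalization between libraries or tables was found. Sense and antisense reads are listed as separate features. The deposited mRNA tables give counts of reads per gene, as whole numbers with no normalization. The aligner, genome build, annotation and read length limits are not given in the sources used here, so no coordinates are printed. Gene names come from the deposited tables and from the name table supplied with the reference; 39663 of the 42290 WormBase gene IDs in the small RNA tables and 19075 of the 19390 genes common to both mRNA tables had a symbol in it.

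The labels list 55 samples. The tables hold 40 small RNA libraries (10 strains, with 2 IP and 2 input libraries each) and 12 mRNA libraries (3 per group). The other 3 samples, inputs of strain GR3043, have no column in any table, so the comparison of GR3043 with GR3035 inputs was not run and these samples are not analysed here. Reads that the tables list as having no feature, 2.6% to 10.76% of a library, were counted in the depth and left out of the tests. The small RNA tables together list 70242 features in 25 classes, 35038 of them in every table. The mRNA tables list 19924 (mutant) and 19468 (N2) rows, of which 19391 are in both, the GFP row included. The 533 and 77 rows found in a single table held 0.0031% and 0.0007% of the counts and were left out. Among the mRNA genes, 193 share 91 symbols, and the counts are identical within 69 of these symbols; 0 libraries were identical to another.

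The depth of each small RNA library was estimated as 1000000 divided by the RPM of 1 read. The commonest low value among its sense and antisense coding features was assumed to be 1 read. In the order IP 1, IP 2, input 1, input 2, the estimated reads were 17441648, 15799362, 3850318 and 4648955 for JMC101, 1546971, 1562177, 1302211 and 1496906 for JMC151, 29178965, 5134919, 19990023 and 2818397 for JMC164, 14018987, 9093260, 9402875 and 30284492 for JMC205, and 15781077, 10732150, 6956929 and 10312343 for JMC207. They were 3117569, 2258496, 5233087 and 6509792 for JMC248, 3997239, 2346714, 2519753 and 325376 for JMC223, 6890895, 19311729, 20829179 and 19872806 for GR3035, 12660219, 9338516, 25932941 and 4814635 for JMC161, and 3154626, 1946584, 5591555 and 7109296 for GR3039. At these depths 1 read corresponds to 0.033 to 3.07 RPM. The mRNA libraries, in replicate order, held 7457580, 18775147 and 9019681 counts (mutant, 20 C), 11675140, 11802432 and 9724293 (mutant, 25 C), 10601081, 12026466 and 11548963 (N2, 20 C), and 10790243, 10400616 and 11507000 (N2, 25 C). Intervals and floors cover counting error only, since reads amplified by PCR without molecular identifiers are not independent molecules. Intervals on the share of a single library are exact Clopper-Pearson 95% intervals.

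Some labels disagree with each other. The IPs of GR3035, GR3039 and JMC248 are labelled as made with GFP beads, yet their genotype labels put no GFP on the Argonaute; the protocol also names an antibody against CSR-1a. The label of GR3039 lacks the *rpn-2::gfp* transgene of GR3035. The title of JMC161 says CSR-1 and its table CSR-1a. The mRNA titles name *csr-1a(tor159)*, and the genotype of that strain, JMC164, names *csr-1(mg660[G120\*])*. Groups follow the sample labels as they stand.

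Computations used R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. The choice of groups, comparisons, thresholds, gene lists and most alternatives was made before the data were examined. The plan was to test small RNA counts with edgeR if the tables held counts; since they hold RPM, its written fallback was used, limma with a mean-variance trend on log2(RPM + 1). Each library was scaled to its total for the IPs and their interactions, while TMM factors were used for the comparisons of inputs, whose log2 differences are therefore not the plain ratios of the RPM printed. A small RNA feature was tested when at least 2 of the libraries compared had at least 10 estimated reads. It was called enriched in an IP at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change (IP over input) of at least 1. Differences of enrichment between strains were tested as the interaction of strain and fraction, at an adjusted p under 0.05. An mRNA was tested when at least 3 of the libraries compared had at least 10 counts, by edgeR's quasi-likelihood test with TMM factors. All tests were two-sided. Enriched sets of pairs of IPs were compared over the features tested in both, with 10000 random draws of sets of the same sizes. The draws were made within 10 bins of mean input level, so they were matched for it. The labels call each input the RNA of the lysate used for the IPs, so the IP and input of one strain and number were taken as pairs, although the planned main fits have no replicate block. The deviations of such pairs correlated across features at -0.02 to 0.41 in the 10 strains. Results that the block changed are given with it.

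The gene sets were the antisense targets (protein-coding genes and pseudogenes) of 7 IPs and 6 lists fixed by symbol: major sperm proteins (*msp*), spermatogenesis genes, histones, oogenesis genes, collagens and vitellogenins. Their mRNA shifts were tested with camera (preset correlation 0.01) and with fry, with adjustment over the 26 tests of 13 sets at both temperatures.

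Features named in the text were chosen by rule. For each IP these were the 2 protein-coding or pseudogene features with the largest log2 fold change among enriched features with a mean IP level of at least 50 RPM and every IP library above every input library. For other comparisons they were the 2 highest and 2 lowest past the threshold with a mean of at least 5 RPM (small RNA) or 5 CPM (mRNA counts scaled likewise, after TMM), and groups that do not overlap, a condition not asked of the mRNA interaction. A repeated symbol was taken once. *csr-1*, *rpn-2* and *pbs-5* were fixed for small RNA and *csr-1*, *alg-3*, *alg-4*, *wago-4* and *wago-10* for mRNA. Exceptions, chosen after their values were seen, were the antisense GFP values, snoRNAs, chemoreceptor families and the pairs of IPs printed. No fold is printed where a group was listed at 0 or held 1 to 3 counts in all, except against a floor of 3 counts per library.

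The alternatives tried were TMM factors for the IPs and interactions, total counts for the inputs, and DESeq2 size factors for mRNA, DESeq2's own test, no filter on low values, a replicate block, a single fit of all libraries of a kind, a fixed rule (2-fold and 5 RPM in each replicate pair), a log2 fold change of at least 2, shares without rRNA, tRNA, snRNA and snoRNA, fry, sets by the fixed rule, and leaving out each library in turn. Added after the data were seen were edgeR on estimated reads, pseudocounts of 0.1 and 5 RPM, and limma voom with a weight per library.

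The tests were run on simulated data before the real tables: negative binomial counts at the real means and depths with a dispersion of 0.05, and 200 features changed by a log2 of 2. For the IPs, 79.3% (WAGO-4, 10757 features) to 93.2% (JMC161, 19487 features) of the changed features tested were recovered; for the inputs 84% (GR3039 over GR3035, 23730 features) and 81.8% (JMC164 over JMC101, 14437 features); and for mRNA 98% (mutant over N2 at 20 C, 13900 genes) to 99.5% of the genes for the other 3 pairwise comparisons, and 87.5% for the interaction (14697 genes). The small RNA interactions recovered 0% for JMC151 against JMC164 (21173 features), 0% for JMC161 against JMC151 (19453), 54.5% for ALG-3 against ALG-4 (21456) and 20.5% for GR3039 against GR3035 (24141). Further runs with a log2 of 4, added after this was seen, recovered 73.5% (21107 features), 83.4% (19439), 94.5% (21463) and 84% (24107) in that order. Small RNA interactions of a log2 of 2 in as few features were therefore often below what this test could call. At most 7.4% of the calls in any simulated comparison were features not changed, the highest being the inputs of JMC164 and JMC101. The dispersion was the same for every comparison and was not fitted to these data. Some genes varied more in the mutant at 20 C, such as *csr-1* at 142 ± 97.9 CPM (SD, n = 3). The recovery of 98% may thus be too high for that comparison.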

Results

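Small RNAs were sequenced from IPs of Argonaute proteins, which bind small RNAs, and from the matching inputs of 10 *C. elegans* strains, each with 2 IP and 2 input libraries. JMC101 carries a GFP and FLAG tag on both isoforms of the Argonaute CSR-1. In JMC151 the tag lies in exon 1, which only the longer isoform CSR-1a has. JMC164 carries the tag and a stop codon in that exon, *csr-1(mg660[G120\*])*, so that the tagged protein is the shorter isoform CSR-1b. JMC205, JMC207, JMC223 and JMC248 carry tags on the Argonautes ALG-3, ALG-4, WAGO-4 and WAGO-10. GR3035 carries *rpn-2::gfp* and *pbs-5::mcherry* reporters, and GR3039 carries *csr-1(mg657[G91R])*; the IPs of both are labelled CSR-1a. JMC161 carries a transgene that joins the *rpl-28* promoter, CSR-1a exon 1 and GFP, in a *csr-1(tm892)* background. mRNA was sequenced from JMC164, here the *csr-1a* mutant, and from N2, the wild type, at 20 C and 25 C with 3 libraries per group. The purpose given for the series is to describe small RNAs bound by Argonautes and the mRNA of wild type and *csr-1* mutant at both temperatures.

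Estimated depth ranged from 325376 reads (WAGO-4 input replicate 2) to 30284492 (ALG-3 input replicate 2) for small RNA. The mRNA totals ranged from 7457580 to 18775147 counts. The correlation of log values across features between replicates was 0.907 to 0.988 for the IPs and 0.882 to 0.98 for the inputs. Across mRNA genes it was at least 0.974 within every group except the mutant at 20 C, where the lowest was 0.915. Features and genes are not independent replicates, so these values describe similarity only.

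The first comparison asked which classes of small RNA each IP held more of than its input. Reads antisense to protein-coding genes made up 89.3% ± 1.6 (SD, n = 2) of the JMC101 IP and 31.4% ± 0.151 (SD, n = 2) of its input. The IP share was 82.9% ± 4.73 (SD, n = 2) for CSR-1b in JMC164, 81.7% ± 1.34 (SD, n = 2) for WAGO-4 and 74.6% ± 1.08 (SD, n = 2) for JMC161, against inputs of 32.4% ± 0.196, 25% ± 0.204 and 30.2% ± 1.49 (SD, n = 2 each). For CSR-1a in JMC151 it was 37% ± 2.79 (SD, n = 2) against 26% ± 8.85 (SD, n = 2). This gap of 11 points became 17.3 without input replicate 1 and 4.78 without input replicate 2. The gap was 10.6 points for GR3035, 15.2 for ALG-4, -0.976 for ALG-3 and -4.89 for WAGO-10. For GR3039 it was -0.256, less than the spread between replicates, and became 0.208 when structural RNAs were left out.

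miRNA was 55% ± 0.739 (SD, n = 2) of the ALG-3 IP against 30.8% ± 0.513 (SD, n = 2) of its input. It was 40.1% ± 0.566 against 29% ± 2 for ALG-4 and 45.6% ± 1.37 against 38.4% ± 2.82 for WAGO-10 (SD, n = 2 each). The difference for GR3039, 1.21 points, was within the spread between replicates, and became -0.329 without input replicate 1. In the other 6 strains the IP held less miRNA than the input, by 7 points in GR3035, which is the smallest of these gaps, and by up to 33.7 points in JMC161. Leaving out rRNA, tRNA, snRNA and snoRNA moved the WAGO-4 antisense gap most, from 56.7 to 51.1 points. With 2 libraries against 2, an exact permutation test cannot pass 0.05, so these shares are given with their spread and no p.

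**Figure D1:**
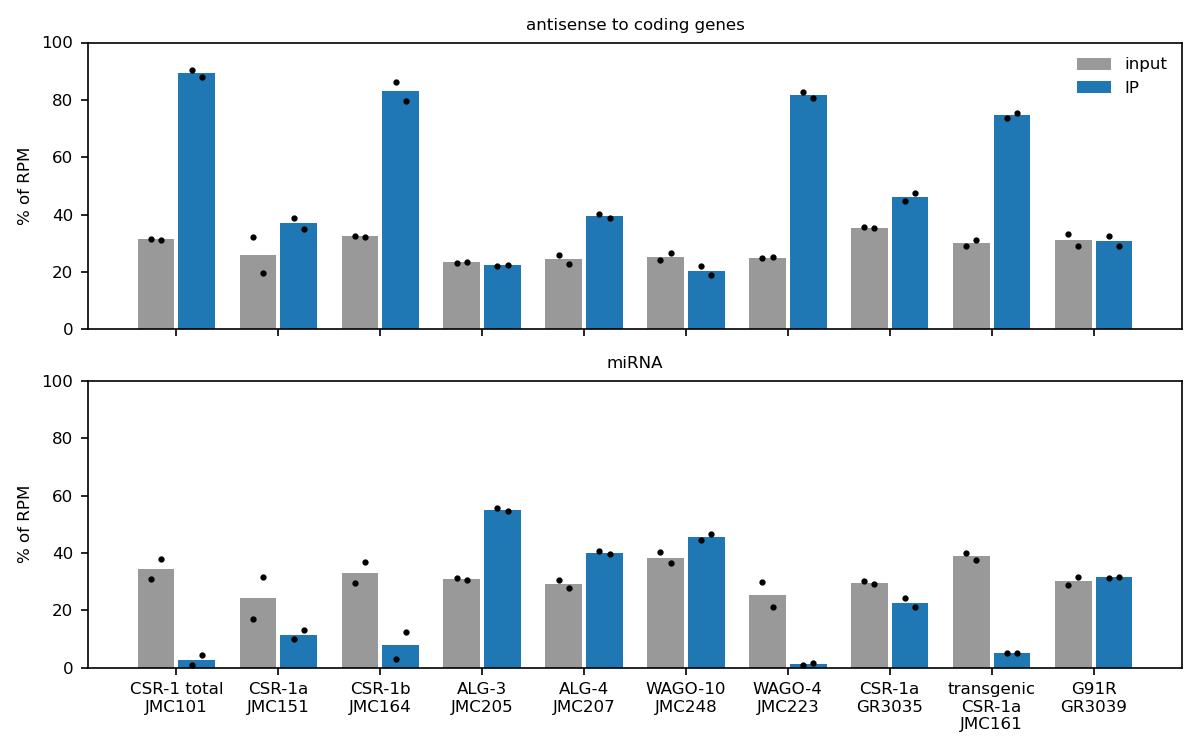
Percent of RPM (vertical axis) antisense to coding genes (top) and in miRNAs (bottom), in the input (grey) and IP (blue) of each of the 10 strains; bars are means and points the 2 libraries. Antisense coding reads were 89.3% of the JMC101 IP and 22.3% of the ALG-3 IP.

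The next question was which features each Argonaute IP enriched over input. At an adjusted p under 0.05 (limma) and a log2 fold change of at least 1, enriched features numbered 5801 of 16094 tested for JMC101, 3016 of 9262 for CSR-1a (JMC151), 5708 of 20467 for CSR-1b (JMC164), 4264 of 19460 for ALG-3 and 4796 of 18383 for ALG-4. They numbered 1208 of 12416 for WAGO-10, 5130 of 9360 for WAGO-4, 4886 of 23398 for CSR-1a (GR3035), 6499 of 18726 for JMC161 and 1967 of 16312 for GR3039. The JMC151 count depended most on the settings. It was 0 with no filter on low values in limma (9016 features with an unadjusted p under 0.05, and 3016 and 1378 called with the filter by limma and DESeq2), 370 without IP replicate 1 and 520 without IP replicate 2. The median log2 fold change of all features tested was 2.26 for WAGO-4 and 0.56 for JMC151, and between -0.33 and 0.3 in the other IPs. TMM factors shifted all log2 fold changes of an IP by up to 0.94 (JMC101, factor ratio -0.94 on the log2 scale), and by 0.68 or less in the others.

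Of the enriched features, those antisense to protein-coding genes were 92.4% for JMC101, 92% for JMC151, 93.5% for JMC164, 96.3% for WAGO-4 and 90.5% for JMC161. The shares were 84.8% for GR3035, 79.6% for GR3039, 69.6% for WAGO-10, 66.3% for ALG-3 and 65.9% for ALG-4. Sense coding features were 28% of the ALG-3 set and 29.2% of the ALG-4 set. Of the miRNAs tested, 43 of 223 were enriched with ALG-3, 11 of 211 with ALG-4 and 44 of 185 with WAGO-10, and at most 5 in any other IP. snoRNA features were enriched in 3 IPs, with 102 of 114 for WAGO-10, 86 of 117 for GR3035 and 100 of 111 for GR3039, and medians of 3.22, 1.81 and 3.31 on the log2 scale. In the other 7 IPs at most 3 snoRNA features were enriched. snRNA features were enriched in 32 of 41 for WAGO-10, 27 of 51 for GR3035 and 6 of 36 for GR3039, and at most 1 in any other IP.

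The features with the largest enrichment by the naming rule were antisense unless said otherwise. *sin-3* (WBGene00004117) led the JMC101 IP with a log2 fold change of 4.27 (SE 0.19, limma adjusted p 3.4e-05), from 3.6 to 87.7 RPM, followed by *him-3* at 3.76. In JMC151, *gfi-1* (WBGene00001581) measured 515.2 ± 0.589 RPM (SD, n = 2) in the IP and 3.02 ± 4.25 RPM (SD, n = 2) in the input, a log2 fold change of 7.60 (SE 0.62, limma adjusted p 2.15e-16). *ZK402.2* followed at 7.31 in JMC151. Each had no read in input replicate 1, and neither passed the threshold without the filter on low values (limma adjusted p 0.0798 and 0.202). In JMC164 *C54G4.9* reached 3.62 and *adr-2* 3.60. *T23B7.2* reached 5.75 and *M05D6.3* 5.60 with ALG-3, and *F36H12.9* 6.23 and *Y81G3A.1* 5.64 with ALG-4. *Y81G3A.1* rested on inputs of 13.7 ± 19.2 RPM (SD, n = 2) and had an adjusted p of 0.0621 in DESeq2.

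In WAGO-10, *Y77E11A.12* (WBGene00022313) rose from 10.04 to 3276 RPM, a log2 fold change of 8.22 (SE 0.28, limma adjusted p 4.81e-07), followed by sense reads of *cdc-48.1* at 5.98. *gad-1* reached 6.98 and *npp-1* 6.58 with WAGO-4, both with no read in the shallow input replicate 2. The highest in GR3035 were *old-1* at 6.44 and sense reads of *R12B2.3* at 6.33, in JMC161 *mrps-12* at 5.34 and *egg-5* at 5.09, and in GR3039 sense reads of *nhr-241* at 5.02 and *gfi-1* at 4.98.

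Antisense reads of *csr-1*, *rpn-2* and *pbs-5* were followed in every IP. All 3 were enriched in JMC101 (log2 3.09, 3.10 and 3.16), JMC164 (3.10, 3.06 and 3.23), WAGO-4 (4.13, 5.28 and 4.18) and JMC161 (3.77, 2.97 and 3.74). In JMC151 the log2 fold changes were 0.32, 1.63 and 1.21, with limma adjusted p of 0.687, 0.0143 and 0.0707. The *rpn-2* call there was lost without IP replicate 1 (0.293), IP replicate 2 (0.143) or input replicate 2 (0.124), and *pbs-5* passed without input replicate 1 (0.0223) and with the replicate block (0.0096). In GR3035 *rpn-2*, part of the reporter in that strain, was lower in the IP, at -1.30, while *csr-1* and *pbs-5* were higher, at 1.28 and 1.16. In GR3039 none was enriched, with 0.51, 0.48 and 0.41 (limma adjusted p 0.0671, 0.0922 and 0.159). Without IP replicate 2 the adjusted p of *csr-1* and *rpn-2* were 0.0352 and 0.0438 in limma, and with the replicate block 0.00772 and 0.0158, but their log2 fold changes stayed under 1. The values were 0.26, -0.23 and 1.21 with ALG-3, 0.58, 0.01 and 1.70 with ALG-4, and -0.05, 0.13 and 0.59 with WAGO-10.

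Lists of genes fixed in advance asked which parts of the germline and soma the antisense small RNAs came from. Antisense features of the major sperm protein genes were enriched in 27 of 27 tested with ALG-3, 29 of 29 with ALG-4, 21 of 21 with CSR-1a (JMC151), 28 of 29 in GR3035, 22 of 26 in GR3039 and 17 of 28 in JMC161. They were enriched in 6 of 27 in JMC101, 7 of 27 in JMC164, 3 of 18 with WAGO-10 and 0 of 3 with WAGO-4. Adjusted over the list alone the JMC101 count was 3, and the others were the same. Spermatogenesis genes numbered 50 of 54 with ALG-3, 51 of 55 with ALG-4, 37 of 40 in JMC151 (38 adjusted over the list alone), 44 of 55 in GR3035, 30 of 48 in GR3039 and 22 of 47 with WAGO-10, each a larger share than among all antisense coding features of that IP. The shares were not larger in JMC161 (29 of 53), JMC101 (21 of 53), JMC164 (24 of 53) and WAGO-4 (4 of 27).

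Histone features were enriched in 52 of 57 in JMC151, 52 of 64 in GR3035 (53 adjusted over the list alone), 40 of 62 in GR3039, 26 of 50 in JMC101, 25 of 53 in JMC164, 26 of 62 in JMC161 and 21 of 42 with WAGO-4. They were enriched in 2 of 59 with ALG-3, 3 of 57 with ALG-4 and 1 of 44 with WAGO-10. Oogenesis genes were enriched in 16 of 16 in JMC101, JMC164 and WAGO-4 and 15 of 16 in JMC161, against 3 of 13 in JMC151, 5 of 16 in GR3035, 2 of 16 with each of ALG-3 and ALG-4, 1 of 15 with WAGO-10 and 1 of 16 in GR3039. Of the 8 to 30 collagens tested per IP, at most 1 was enriched. Of the vitellogenins, 6 of 6 were enriched in GR3035, 5 of 5 in GR3039, 1 of 1 in JMC151, 0 of 3 in JMC101, 0 of 4 in each of JMC164 and JMC161 and 0 of 1 with each of ALG-3 and ALG-4; none could be tested with WAGO-10 or WAGO-4. As background, 54.5% of all antisense coding features tested were enriched in JMC101, 42.5% in JMC151, 50.7% in JMC164, 28.9% with ALG-3, 33.1% with ALG-4, 10.4% with WAGO-10, 68.2% with WAGO-4, 33.1% in GR3035, 55.9% in JMC161 and 16.7% in GR3039.

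Overlap of the enriched sets was computed for all 45 pairs of IPs; those printed here were chosen after the values were seen. In 41 pairs more features were shared than in any of the 10000 random draws, in 3 fewer than in any, and in 1 the number was within their range. The shared part was 32.2% to 96.8% of the smaller set. CSR-1 in JMC101 and CSR-1b in JMC164 shared 5447 features, 95.5% of the smaller set, where random draws gave 2371 to 2568. ALG-3 and ALG-4 shared 4112 (96.8%). CSR-1a in JMC151 shared 2650 (88%) with CSR-1a in GR3035, 1589 (70.3%) with ALG-3 and 1701 (61.2%) with CSR-1b, the last against 1156 to 1293 at random. The JMC161 set, labelled CSR-1a, shared 5389 (94.5%) with JMC101, 5390 (95.1%) with JMC164 and 2090 (70.4%) with JMC151, with r across features of 0.94, 0.93 and 0.62. The JMC151 and WAGO-4 sets shared 1153, under the 1179 to 1280 of the draws. These draws were matched for input level, and draws without that matching were not made. At a log2 fold change of at least 2, the JMC151 and CSR-1b sets shared 498 and the JMC151 and GR3035 sets 1284.

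**Figure D2:**
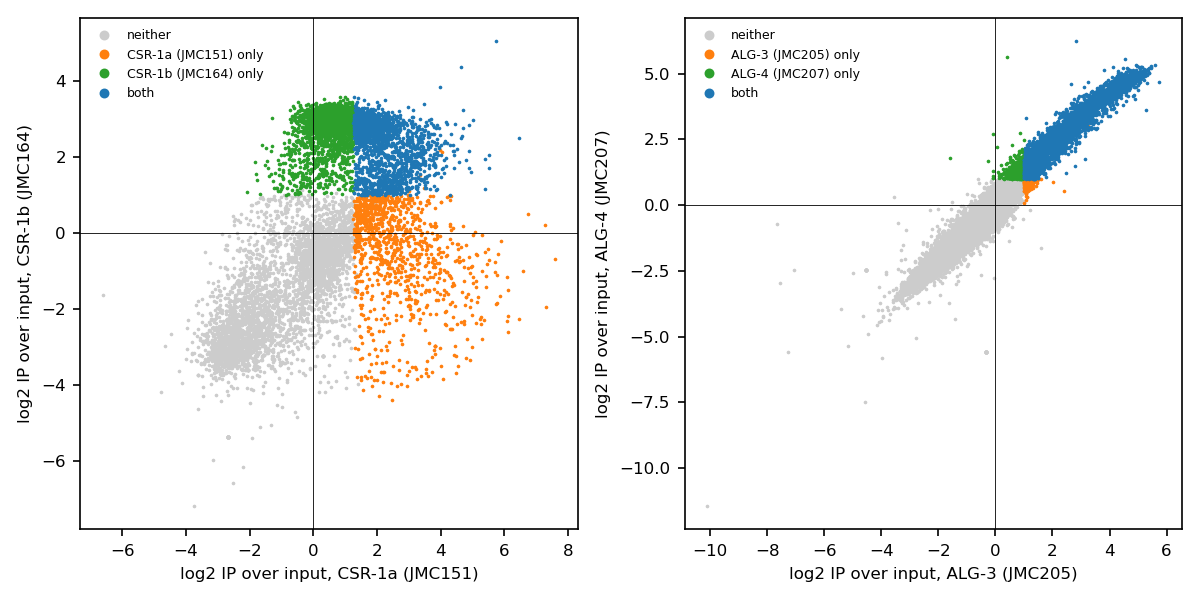
Log2 fold change (IP over input) of CSR-1a (JMC151) against CSR-1b (JMC164) on the left and of ALG-3 against ALG-4 on the right, one point per feature tested in both, coloured by the IPs that enriched it. The correlation across features, which are not independent replicates, was 0.56 on the left and 0.98 on the right.

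Interaction tests asked whether enrichment itself differed between IPs. Between CSR-1a (JMC151) and CSR-1b (JMC164), 4540 of 20347 features differed (limma), 1812 higher and 2728 lower with CSR-1a. With TMM factors 5924 differed, of which 836 were higher, so that the higher share fell to 14.1% from 39.9%; 3564 features were called by both. The pseudocount of 0.1 RPM gave the fewest, 2889, among the changes of one setting with all libraries. Leaving out any JMC164 library lowered the count, to 2809 and 2290 without IP replicates 1 and 2 and 2296 and 2703 without input replicates 1 and 2. Antisense coding features were 1167 of those higher and 2567 of those lower with CSR-1a, and piRNAs 276 and 1. Of all classes, 9262 features reached the read minimum in the JMC151 libraries, fewer than the 20347 tested here. Features called in either direction may therefore lack a measured JMC151 enrichment, and how many do was not counted. Only 53 piRNAs reached the read minimum in the JMC151 libraries, against 2888 in those of JMC164, where their median log2 fold change was -1.33. Most of the 276 thus had too few JMC151 reads for a measured enrichment, so the piRNA numbers cannot decide whether it differed. *acdh-1* (WBGene00016943) measured 6017 ± 1151 RPM (SD, n = 2) in the CSR-1a IP and 66.3 ± 7.86 RPM in its input, against 7.24 ± 3.44 and 37.4 ± 8.2 RPM for CSR-1b (SD, n = 2 each), an interaction of 8.74 (SE 0.57, limma adjusted p 1e-05). *ZK402.2* reached 9.26 (SE 2), with a limma adjusted p of 0.00755 that became 0.0587 with a pseudocount of 0.1 RPM. The lowest was antisense to a transposon, WBTransposon00000730, listed at 0 in the CSR-1a IP. *adr-2* was also called lower, with 0.853 RPM in the CSR-1a IP, at most 3 reads in all, against 105.5 RPM in the CSR-1b IP.

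Between ALG-3 and ALG-4, 8 of 21953 features differed (limma), all lower with ALG-3, and 1984 had an unadjusted p under 0.05. The count was 32 in DESeq2, 4 in edgeR on estimated reads, 4 with the replicate block and 151 with a pseudocount of 5 RPM. It was 0 without ALG-3 IP replicate 1 in limma (1547 at an unadjusted p under 0.05), 4 without IP replicate 2, 31 without ALG-3 input replicate 1 (21 of them higher with ALG-3) and 2 without input replicate 2. It was 3 without ALG-4 IP replicate 1, 937 without ALG-4 input replicate 1 and 67 without input replicate 2 (33 of them higher), so the direction also depended on single libraries. The lowest interaction was a tRNA, WBGene00014362, at -3.38, where the inputs differed more (34.4 and 2.14 RPM) than the IPs (10.8 and 9.83 RPM). *Y65B4BL.7* followed at -2.78. Neither passed without ALG-3 IP replicate 1, at limma adjusted p of 0.0539 and 0.101; *Y65B4BL.7* also failed without ALG-3 IP replicate 2 (0.0649), ALG-3 input replicate 2 (0.0627) or ALG-4 IP replicate 1 (0.0664).

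Between GR3039 and GR3035, which asked whether the G91R change alters what is bound, 306 of 24428 features differed (limma), 70 higher and 236 lower in GR3039. The direction depended on the scaling, since TMM factors gave 1582, 1363 of them higher (86.2% against 22.9%), with 211 called by both, and DESeq2 gave 1508 with 65.8% higher. edgeR on estimated reads called 41. With the IP and input of one lysate as a replicate block the count was 1853, 478 higher and 1375 lower. Leaving out a single library gave 3584 (GR3039 IP replicate 1), 30 (GR3039 IP replicate 2), 6 and 1 (GR3039 input replicates 1 and 2), 15 and 50 (GR3035 IP replicates 1 and 2) and 72 and 46 (GR3035 input replicates 1 and 2). Features called lower by limma included *old-1*, with 344.7 RPM in the GR3035 IP and 0.138 RPM in the GR3039 IP, and sense reads of *R12B2.3*, with 271 and 0.169 RPM. No fold is given, since the GR3039 IP and input held at most 3 reads each of either. The *old-1* call was lost in edgeR (adjusted p 0.0773), and that of *R12B2.3* in edgeR (0.476), in DESeq2 (0.118) and in limma without GR3039 input replicate 1 (0.0998) or 2 (0.0966). The highest were a tRNA, WBGene00023092, listed at 0 in the GR3035 IP, and the snoRNA *ZK546.18* at 3.50.

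Between JMC161 and JMC151, 5624 of 19033 features differed (limma), 3656 higher and 1968 lower with the transgene. piRNAs made up 1 of the higher and 622 of the lower, but only 53 piRNAs reached the read minimum in JMC151, against 1951 in JMC161. Most of the 622 thus had too few JMC151 reads for a measured enrichment, so these piRNA numbers cannot decide whether it differed. Antisense coding features made up 3382 of the higher and 991 of the lower. Only 9262 features of all classes reached the read minimum in JMC151, so these too may lack a measured enrichment there. The count was 6413 with TMM factors, 3720 with a pseudocount of 0.1 RPM, 3521 and 2877 without JMC161 IP replicates 1 and 2, and 3300 and 3093 without its input replicates 1 and 2. *set-21* reached 5.03, and *tgn-38* was called higher, with 28.3 RPM in the JMC161 IP and 0.33 RPM, at most 3 reads in all, in the JMC151 IP. Antisense reads of the noncoding *Y43F4A.6* were listed at 0 in the JMC161 IP against 63.8 RPM in the JMC151 IP, and sense reads of *fmo-4* had an interaction of -5.92.

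Inputs were compared to ask whether a *csr-1* allele changed the total small RNA. Between GR3039 and GR3035, 4472 of 22419 features differed (limma, TMM factors), 2235 higher and 2237 lower in GR3039. The classes went opposite ways, with 152 antisense coding features higher and 1416 lower, 1837 sense coding features higher and 189 lower, and 47 snoRNAs higher and 1 lower. With total-count scaling there were 4123, with 72.9% higher (243 and 681 antisense coding, 2343 and 107 sense coding, 58 and 0 snoRNA), and without GR3039 input replicate 2 there were 1258. Antisense reads of GFP, listed as a feature of its own, measured 5975 ± 115 RPM in GR3035 and 0.17 ± 0.027 RPM in GR3039 (SD, n = 2 each). Sense reads of *aex-5* followed, with 572 and 1.00 RPM and a log2 difference of -8.34. Antisense *rpn-2* was -3.51 (limma adjusted p 3.24e-06), while *pbs-5* (-0.15) and *csr-1* (0.04) were not called. Antisense *rpn-2* measured 613 RPM in the GR3035 input and 62 RPM in that of GR3039, and 8.64 to 78.4 RPM in the inputs of the other 8 strains, whose labels have no *rpn-2* reporter. The label of GR3039 lacks it too, so the *rpn-2* and GFP differences go with the reporter, and the comparison does not separate the allele from it. The highest were antisense reads of WBTransposon00000583, listed at 0 in GR3035, and the snoRNA *H09I01.2* at 3.39. Between JMC164 and JMC101, which differ by the stop codon, 1 of 14897 features differed (limma, 301 at an unadjusted p under 0.05). With inputs of the same number as a replicate block 19 differed, 8 higher and 11 lower in JMC164 (limma, 798 unadjusted). The feature called without the block was *bbs-5* at 3.58 (limma adjusted p 0.0309), with 54.9 ± 3.62 and 3.79 ± 0.169 RPM (SD, n = 2 each). It was not called without JMC101 input replicate 1 (0.0869) or 2 (0.436). The count was 24 in DESeq2 and 0 in edgeR on estimated reads (290 unadjusted), 25 without JMC164 input replicate 1, 79 without replicate 2, and 0 in limma without JMC101 input replicate 2 (372 unadjusted). *csr-1*, *rpn-2* and *pbs-5* differed by -0.11, -0.15 and -0.24, none of them called.

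The mRNA libraries asked what the loss of CSR-1a changed at each temperature. JMC164 also carries the tag, which N2 lacks, so tag, strain and mutation are the same split of these libraries. The effect of the mutation below therefore means the difference between these strains. At 20 C, 271 of 13814 genes differed between mutant and N2 (edgeR), 20 higher and 251 lower in the mutant, and 2099 had an unadjusted p under 0.05. The count was 0 in edgeR without mutant replicate 1 or 2 or without N2 replicate 1 or 2 (1301, 1303, 1184 and 1053 unadjusted), 90 without N2 replicate 3 and 4653 without mutant replicate 3, of which 44.9% were higher and which included all 271. DESeq2 called 731, with 23.9% higher, a single fit of all 12 libraries 1057, with 27.5% higher, and voom with library weights 7462, with 49.5% higher. In that fit mutant replicate 3 had a weight of 0.108 and N2 replicate 3 of 0.386. The groups did not overlap in 21.8% of the genes tested, where chance gives 10%, and in all 271 called. *fipr-17* (WBGene00012965) was lowest at -3.90 (SE 0.48, edgeR adjusted p 0.0215), with 0.829 ± 0.149 against 12.7 ± 5.8 CPM (SD, n = 3 each), followed by *grl-13* at -3.89. *dod-21* at 2.60 and *Y47H10A.5* at 2.31 were highest. None of these 4 was called without mutant replicate 1 or 2 or N2 replicate 1 or 2, nor *dod-21* and *Y47H10A.5* without N2 replicate 3, with edgeR adjusted p of 0.058 to 0.255.

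At 25 C, 7506 of 14133 genes differed (edgeR), 3861 higher and 3645 lower in the mutant, and 2504 by a log2 of at least 1. A single fit of all 12 libraries gave 4241, with 60.9% higher, and leaving out 1 library gave 5576 to 7586. Groups did not overlap in 60.1% of genes tested, against 10% by chance. *lys-10* (WBGene00003099) measured 337 ± 49.7 CPM in the mutant and 0.424 ± 0.155 CPM in N2 (SD, n = 3 each), a log2 difference of 9.64 (SE 0.26, edgeR adjusted p 3.55e-10). *C17C3.2* had 21.3 ± 5.08 CPM in the mutant (SD, n = 3) and no count in N2, which makes it at least 73.8-fold higher against a floor of 3 counts per library; 2 genes with identical counts carry this symbol. *Y110A2AL.7* measured 13.7 ± 2.07 CPM and *T22G5.1* 15.6 ± 0.268 CPM in N2 (SD, n = 3 each), against 0.0302 and 0.0776 CPM in the mutant, from 1 and 3 counts in all.

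*csr-1* counts do not separate the longer isoform, whose exon 1 carries the stop codon in the mutant, from the shorter one. They differed by -0.36 at 20 C and -1.20 at 25 C (edgeR adjusted p 0.000331). At 25 C *alg-3* (-0.99), *alg-4* (-0.76), *wago-4* (-1.08) and *wago-10* (-1.70) were also called lower, and none of these 5 passed in the single fit of all 12 libraries (edgeR adjusted p 0.0655 to 0.342). At 20 C *alg-3* (0.49), *alg-4* (0.67), *wago-4* (0.29) and *wago-10* (0.25) were not called. GFP, part of the tag, had 172 to 772 counts in each mutant library and 0 or 1 in each N2 library.

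Raising the temperature from 20 C to 25 C changed 9494 of 14206 genes in N2 (4577 higher, 4917 lower) and 5808 of 14025 in the mutant (2876 higher, 2932 lower; edgeR). The mutant count was 9098 without mutant 20 C replicate 3, 9178 with library weights, and 3583, 3769 and 3366 without mutant 25 C replicates 1, 2 and 3. Groups did not overlap in 70.8% and 55.6% of genes tested, against 10% by chance. In N2, *Y62H9A.5* rose by a log2 of 7.59 to 183 ± 36.6 CPM (SD, n = 3) and *Y45F10C.2* to 16.3 ± 1.26 CPM (SD, n = 3) from 2 counts in all, while *F54D10.8* and *D1014.6* changed by -6.39 and -6.14. In the mutant, *col-135* rose to 62.2 ± 22.1 CPM and *C10G8.4* to 54.4 ± 16 CPM (SD, n = 3 each), from 1 and 2 counts in all, while *argk-1* changed by -8.01 and *D1014.6* by -7.56. *wago-4* (2.45) and *csr-1* (0.79) rose in N2, and *wago-10* changed by -1.98 in the mutant (edgeR adjusted p 0.0318), a call lost without mutant replicate 1 or 2 at 20 C or without any of the 3 mutant libraries at 25 C.

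The effect of the mutation differed between temperatures for 3377 of 14888 genes (edgeR interaction), 2004 higher and 1373 lower at 25 C than at 20 C. The higher share, 59.3%, depended on the scaling and on 1 library. With DESeq2 size factors 3582 differed, 1875 higher and 1707 lower, and DESeq2 gave 4478, with 49.6% higher. Without mutant 20 C replicate 3 the count was 8070, with 50.7% higher, and with library weights 9708, with 53.2% higher. It was 2178 and 1932 without mutant 20 C replicates 1 and 2, 1710 and 2031 without mutant 25 C replicates 2 and 3, 2187 and 2096 without N2 20 C replicates 1 and 2, and 1912 and 2028 without N2 25 C replicates 1 and 3. *ilys-3* (WBGene00016670) had the largest interaction, 8.58 (SE 0.85, edgeR adjusted p 0.000151), with 131 ± 43 CPM in the mutant at 25 C, 0.516 ± 0.536 CPM in the mutant at 20 C, and 1.21 ± 0.72 and 1.62 ± 0.941 CPM in N2 at 25 C and 20 C (SD, n = 3 each). *lys-10* followed at 8.01. *argk-1* was lowest at -6.19 and *F14E5.8* next at -5.62, the latter resting on mutant 20 C replicate 3, which had 147 CPM against 2.02 and 2.62 CPM in the other libraries of its group. None of the 5 Argonaute genes was called, the strongest being *wago-10* at -1.96 (edgeR adjusted p 0.12). Without mutant 20 C replicate 3, *alg-4* (0.00492), *alg-3* (0.00608), *csr-1* (0.00626) and *wago-10* (0.0155) were.

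Gene sets asked whether mRNAs of the antisense targets shifted as groups. At 25 C the median log2 change of the target sets was -0.26 for JMC101, -0.22 for JMC151, -0.26 for JMC164, -0.37 for ALG-3, -0.35 for ALG-4, -0.55 for WAGO-10 and -0.21 for WAGO-4. At 20 C the medians were 0.12, 0.04, 0.11, 0.08, 0.08, 0.08 and 0.11 in that order, and 0.17, 0.13, 0.18, 0.19, 0.18, 0.25 and 0.16 with DESeq2 size factors, so their size depended on the scaling. Camera called 22 of the 26 tests, all 13 at 25 C and 9 at 20 C; the tests not called at 20 C were the JMC151 targets, spermatogenesis genes, oogenesis genes and vitellogenins. Only 6 calls held under fry, all at 25 C, those of the ALG-3, ALG-4 and WAGO-10 targets, major sperm proteins, spermatogenesis genes and histones. Leaving out 1 library gave 17 to 25 camera calls, the fewest without mutant 20 C replicate 1. The WAGO-10 targets at 20 C had a median of -0.15 without mutant 20 C replicate 2 (camera adjusted p 0.582).

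At 25 C the major sperm protein mRNAs had a median of -0.80, with 23 of 26 called lower (23 adjusted over the list alone), spermatogenesis genes -0.63, with 35 of 54 lower (35 adjusted over the list alone), and oogenesis genes -0.99, with 17 of 18 lower (18 adjusted over the list alone). Histone mRNAs had a median of 1.15, with 41 of 54 higher and 3 lower (43 and 3 adjusted over the list alone). For vitellogenins it was -0.98, with 4 of 6 lower (4 adjusted over the list alone), and for collagens -0.21, with 16 higher and 45 lower of 136 (15 and 45 adjusted over the list alone); the collagen call was lost without mutant 25 C replicate 3. At 20 C none of the genes was called in these lists except collagens, where 3 were higher and 18 lower of 134 (8 and 24 adjusted over the list alone). The medians at 20 C were 0.31 for major sperm proteins, 0.21 for spermatogenesis genes, 0.38 for oogenesis genes, -0.32 for histones, -0.25 for collagens and -0.09 for vitellogenins. With DESeq2 size factors they were 0.52, 0.34, 0.87, -0.26, -0.20 and 0.11 in that order. The vitellogenins thus changed direction; their mean was -0.02, and camera and fry gave opposite directions. For the JMC151 targets at 20 C the mean was -0.02 while the median and camera were upward. The lists overlap the target sets, since 27 and 29 of the 31 major sperm protein genes were ALG-3 and ALG-4 targets and 52 of the 72 histone genes JMC151 targets.

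**Figure D3:**
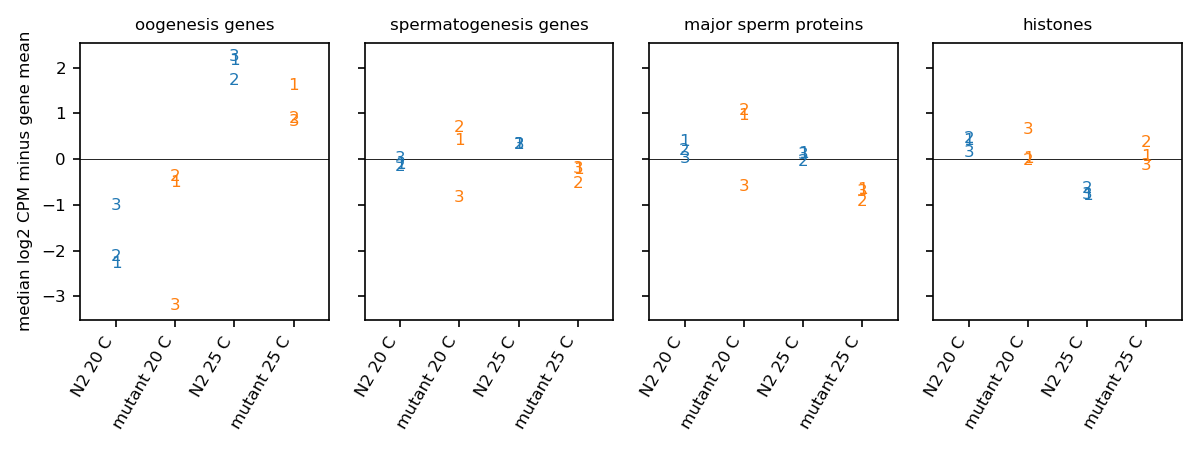
Median over each of 4 gene lists of the log2 CPM minus each gene's mean over the 12 mRNA libraries (vertical axis, log2 units), one digit (the replicate number) per library, grouped by genotype and temperature. Mutant replicate 3 at 20 C had the lowest oogenesis value, -3.21.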

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

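The tests that thinned libraries to one depth and regrouped the mRNA libraries were planned; the count of splits that kept the labels at 25 C and the tests of input reads mixed into an IP, of mutant replicate 3 at 20 C, of the GFP counts and of the gene set interactions without that replicate were chosen after the results were seen.

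4 small RNA results drew attention because enrichment differed between groups by a test of the difference itself. These were the 4540 features that differed between CSR-1a (JMC151) and CSR-1b (JMC164), the 8 between ALG-3 and ALG-4, the 306 between GR3039 and GR3035, and the 5624 between JMC161 and JMC151. Unequal depth was tested by thinning every library of a comparison to the shallowest. JMC151 against JMC164 then gave 3823 features at 1301904 reads per library, 3454 of them among the 4540. JMC161 against JMC151 gave 4410, of which 4088 were among the 5624. ALG-3 against ALG-4 gave 7, all among the 8, and GR3039 against GR3035 gave 283, of which 146 were among the 306. Every feature called both ways had the same sign. Unequal depth is therefore argued against as the cause of these counts, less firmly for GR3039, where about as many calls were exchanged as shared. Thinning does not decide whether features with few JMC151 reads had a measured enrichment there.

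Scaling is not excluded for the direction of the GR3039 and GR3035 difference, or for the balance of directions between JMC151 and JMC164. The IPs take different amounts of their reads from a few classes. TMM factors gave 5924 features between JMC151 and JMC164, 14.1% of them higher against 39.9% with total counts. They gave 1582 between GR3039 and GR3035, 86.2% higher against 22.9%. Between JMC161 and JMC151 the higher share was 71.1% with TMM factors and 65% with total counts. Between ALG-3 and ALG-4 every feature called was lower with ALG-3 under both scalings. TMM factors thus did not reverse the directions in these comparisons, although that between ALG-3 and ALG-4 depended on single libraries. For GR3039 the number also ran from 1 to 3584 with single libraries left out, 1 without its input replicate 2 and 3584 without its IP replicate 1. It was also 30 without its IP replicate 2, 6 without its input replicate 1, 15 and 50 without GR3035 IP replicates 1 and 2, and 72 and 46 without GR3035 input replicates 1 and 2. With the IP and input of one lysate as a replicate block it was 1853, 478 higher and 1375 lower. No direction is claimed for that comparison. Strain, IP and any batch in which a strain was processed are the same split of the libraries, so they cannot be told apart, and the labels give no batch. For JMC151 against JMC164 and JMC161 against JMC151, input reads mixed into 1 IP would lower all its enrichments. The major sperm proteins were instead more enriched with JMC151 and the oogenesis genes with the other strain. The smaller of these gaps in medians, taken between the closest replicate pairs, was a log2 of 1.75 against JMC164 and 1.04 against JMC161, which argues against such mixing as the whole cause. A difference in what the proteins bind may remain as a hypothesis; it was not tested apart from other background in the IPs or differences between the strains. For JMC161, whose enriched set shared more with JMC164 (95.1%) than with JMC151 (70.4%), a wrong label was not excluded either. Antisense GFP reads argue against an exchange with JMC164 or JMC101. They measured 0.164 RPM in the JMC161 input and 0.4 RPM in its IP. The values were 74.9 and 396 RPM in JMC164, and 74.9 and 439 RPM in JMC101. The label of JMC161 itself names GFP, so another error of label stays open.

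The effect of the *csr-1a* mutation on mRNA differed between 25 C and 20 C for 3377 genes. Relabelling genotype within each temperature in 100 of the 200 possible ways gave as many genes in 2 splits, the real one included, with a median of 0. Chance is not excluded by this, since relabelling at 25 C also breaks the genotype effect there, and such splits gave at most 840 genes. Of the 9 splits drawn that kept the labels at 25 C, 2 gave as many, the real one included; the other exchanged mutant 20 C replicate 3 with N2 20 C replicate 2 and gave 4228 genes. The pairwise counts have only 10 splits each, which cannot show a share under 0.05. As many genes as the real split were called in 2 of 10 at 20 C, where exchanging mutant replicate 3 with N2 replicate 3 gave 362 against 271, and in 1 of 10 at 25 C, for temperature in N2 and for temperature in the mutant.

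11 gene sets drew attention because their shift differed between temperatures by camera. The medians of the interaction, on the log2 scale, were -0.33 for the JMC101 targets, -0.23 for the JMC151 targets, -0.34 for the JMC164 targets, -0.41 for ALG-3, -0.39 for ALG-4, -0.65 for WAGO-10 and -0.30 for WAGO-4. They were -1.17 for major sperm proteins, -0.79 for spermatogenesis genes, -1.41 for oogenesis genes and 1.51 for histones. Collagens (0.18, with camera pointing down, adjusted p 0.858) and vitellogenins (-0.86, adjusted p 0.0993) were not called. Under fry 2 held, the WAGO-4 targets and the histones, each with an adjusted p of 0.0447. Without mutant 20 C replicate 3, camera called 11 and so did fry, with larger medians, such as -2.39 for oogenesis genes and 1.74 for histones. That library therefore does not produce these shifts. The sets share members, and 16 of the 18 oogenesis genes are in each of the JMC101, JMC164 and WAGO-4 targets. What stays open is a difference in developmental stage between the groups, which the labels record only as L4 and which no test here separates from an effect of the mutation that depends on temperature.

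Mutant replicate 3 at 20 C lay apart from the other libraries of its group and decided the number of genes called at 20 C, which was 4653 without it and 271 with it. An exchange of labels with N2 replicate 3 is argued against by its 222 GFP counts, where N2 libraries had 0 or 1. Depth is argued against, since its correlation across genes with replicate 1 or 2 was at most 0.915 in libraries thinned to one total, against 0.987 between those replicates. Its germline lists were all lower than in both other replicates, with log2 gaps of -2.69 for oogenesis genes, -1.54 for major sperm proteins and -1.23 for spermatogenesis genes. A lower share of germline RNA in that library is a candidate explanation that these values allow. A younger collection or smaller gonads could each bring it about, and neither was tested. The vitellogenins, which are not a germline list, were instead higher in it, at -1.03 against -2.3 and -3.03 in replicates 1 and 2. The lists thus did not all shift one way. N2 replicate 3 at 20 C had the highest oogenesis value of its group, -1.01 against -2.28 and -2.14, so the groups at 20 C may not be matched in stage.

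GFP counts are a signal outside the gene comparisons. The 6 mutant libraries held 172 to 772 GFP counts, and the 6 N2 libraries at most 1. Reads carried over between libraries would have reached N2 as well, so a highest N2 count of 1 argues against them. The genotype label of the mutant strain gives it the GFP tag, and the counts fit that label. The ratio of GFP to *csr-1* counts in mutant 20 C replicate 3 was 0.742, with an exact 95% interval from 0.621, against 0.159 to 0.205 in the other 5 mutant libraries. Counting error is argued against by that lower limit. Both counts come from the tagged gene in this strain, so a lower share of germline RNA alone does not account for an unequal change of the pair, and the cause stays open, GFP from elsewhere in the sample or a mixed sample included.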

How the results depend on the processing

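edgeR on estimated reads, both pseudocounts and limma voom with library weights were chosen after the data were seen; the other alternatives were planned. The comparison of GR3043 with GR3035 inputs was not run. Where leaving out a library left 1 in an arm, limma or edgeR pooled the spread, which assumes that the lone library varies like the other groups. The cause of these changes was not tested.

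Of the values that answer a comparison, 314 stayed within their limits (1.5 times for a count, 1 SD of the difference for a share) under an alternative and 100 did not. Of the values of named features and gene sets, 1540 stayed on their side of the threshold, 124 lost the call, 46 gained it and 1 was counted as reversed. The 1540 include the vitellogenins at 20 C under fry, which were not called but pointed up in camera and down in fry. For single features the side of the threshold was judged by the adjusted p alone, without the log2 minimum of 1. Leaving out a library accounted for 71 of the 124 and 22 of the 46, fry for 16 losses and voom for 14 gains. The reversal was that of the WAGO-10 targets at 20 C without mutant 20 C replicate 2, with a median of -0.15 (camera adjusted p 0.582); with single libraries left out this median ran from -0.15 to 0.53, the highest without mutant 20 C replicate 3.

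Shares of reads without rRNA, tRNA, snRNA and snoRNA moved the antisense gap of JMC101 to 56.2 points, of ALG-3 to -2.72 and of WAGO-4 to 51.1, and the miRNA gap of ALG-4 to 8.58 and of JMC161 to -36. Leaving out a library gave antisense gaps of 56.7 to 59 (JMC101), 4.78 to 17.3 (JMC151, the lowest without input replicate 2 and the highest without input replicate 1), 47.2 to 53.9 (JMC164), -1.08 to -0.873 (ALG-3), 13.7 to 16.7 (ALG-4), -6.49 to -3.29 (WAGO-10), 55.8 to 57.6 (WAGO-4), 9.13 to 12 (GR3035), 43.3 to 45.4 (JMC161) and -2.33 to 1.82 (GR3039). miRNA gaps ran from -35.1 to -28.2, -19.9 (without input replicate 1) to -5.37 (without input replicate 2), -30.3 to -20.6, 23.7 to 24.8, 9.67 to 12.5, 5.24 to 9.23, -28.6 to -19.8, -8.58 to -5.43, -34.9 to -32.5 and -0.329 to 2.75 in the same order.

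Numbers of enriched features with a library left out were 4943 to 5781 (JMC101), 370 to 3660 (JMC151), 5495 to 5692 (JMC164), 3464 to 4297 (ALG-3), 3174 to 4894 (ALG-4), 1063 to 1377 (WAGO-10), 3068 to 5471 (WAGO-4), 4478 to 5057 (GR3035), 6272 to 6581 (JMC161) and 1527 to 2200 (GR3039). Libraries that moved a number by over 1.5 times were JMC151 IP replicates 1 (370) and 2 (520), ALG-4 IP replicate 1 (3174) and WAGO-4 IP replicates 1 (3068) and 2 (3101). For JMC151, DESeq2 gave 1378 and no filter on low values 0 in limma (9016 unadjusted). A pseudocount of 5 RPM gave 2715 for ALG-3, 778 for WAGO-10, 3091 for GR3035 and 1297 for GR3039. The fixed fold rule gave 1031 (WAGO-10) to 5716 (JMC161), each within 1.5 times. For features under the log2 minimum, which were not called enriched, the limma adjusted p rose past 0.05 for *csr-1* antisense reads in ALG-3 without input replicate 2 (0.194) and in ALG-4 without IP replicate 1 (0.166) or 2 (0.0807). It fell under 0.05 for *rpn-2* in ALG-3 without input replicate 2 (0.0274) and *pbs-5* in WAGO-10 without IP replicate 1 (0.0228).

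A log2 fold change of at least 2 left 498 shared features for JMC151 and JMC164, 1284 for JMC151 and GR3035, 730 for JMC151 and JMC161, 756 for JMC151 and ALG-3, 438 for JMC151 and WAGO-4, 2515 for ALG-3 and ALG-4, 256 for WAGO-10 and GR3035 and 534 for GR3035 and GR3039.

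For the interaction of JMC151 and JMC164, a pseudocount of 0.1 RPM gave 2889, and leaving out a library 2290 to 5728; the numbers were 2809 and 2290 without JMC164 IP replicates 1 and 2 and 2296 and 2703 without its inputs 1 and 2. For JMC161 and JMC151 they were 3720, and 2877 to 6874, with 3521 and 2877 without JMC161 IP replicates 1 and 2 and 3300 and 3093 without its inputs 1 and 2. For ALG-3 and ALG-4, DESeq2 gave 32, the replicate block 4, edgeR 4, and pseudocounts of 0.1 and 5 RPM 5 and 151. Leaving out a library gave 0 (ALG-3 IP replicate 1, limma, 1547 unadjusted) to 937 (ALG-4 input replicate 1), with 4 and 2 without ALG-3 IP replicate 2 and input replicate 2, 31 without ALG-3 input replicate 1, and 3 and 67 without ALG-4 IP replicate 1 and input replicate 2. For GR3039 and GR3035, TMM factors gave 1582, DESeq2 1508, no filter 8, the replicate block 1853, edgeR 41, and pseudocounts of 0.1 and 5 RPM 7 and 1873. Leaving out a library gave 1 (GR3039 input replicate 2) to 3584 (GR3039 IP replicate 1), with 30 and 6 without GR3039 IP replicate 2 and input replicate 1, and 15, 50, 72 and 46 without GR3035 IP replicates 1 and 2 and inputs 1 and 2.

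For the inputs of GR3039 and GR3035, DESeq2 gave 2965, and leaving out a library 1258 (GR3039 input replicate 2) to 4644. For those of JMC164 and JMC101, total-count scaling gave 2, DESeq2 24, no filter 12, the replicate block 19, edgeR 0 (290 unadjusted), and pseudocounts of 0.1 and 5 RPM 3 and 2. Leaving out a library gave 0 (JMC101 input replicate 2, limma, 372 unadjusted) to 79 (JMC164 input replicate 2), with 25 without JMC164 input replicate 1.

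For mRNA at 20 C, DESeq2 gave 731, the replicate block in edgeR 0 (1579 unadjusted), a single fit of all 12 libraries 1057, and voom weights 7462. Leaving out a library gave 0 to 4653, which were 0 in edgeR without mutant replicate 1 or 2 (1301 and 1303 unadjusted) or N2 replicate 1 or 2 (1184 and 1053), 90 without N2 replicate 3 and 4653 without mutant replicate 3. At 25 C the single fit gave 4241 and leaving out a library 5576 to 7586. For temperature, N2 gave 7779 to 9808 and the mutant 3366 to 9098, the latter 3583, 3769 and 3366 without mutant 25 C replicates 1, 2 and 3 and 9098 without mutant 20 C replicate 3; voom weights gave 9178. For the mRNA interaction voom weights gave 9708, and leaving out a library 1710 to 8070, with 2178, 1932 and 8070 without mutant 20 C replicates 1, 2 and 3, 1710 and 2031 without mutant 25 C replicates 2 and 3, 2187 and 2096 without N2 20 C replicates 1 and 2, and 1912 and 2028 without N2 25 C replicates 1 and 3.

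Of the 26 gene set tests, fry called 6, and leaving out a library 17 to 25 by camera. At 20 C the ALG-3, ALG-4, major sperm protein and histone calls were lost without mutant replicate 1 or 2, that of the WAGO-10 targets without mutant replicate 1 or N2 replicate 2, collagens without N2 replicate 1 and major sperm proteins without N2 replicate 3. Calls were gained there for the JMC151 targets, spermatogenesis genes (median 0.66) and oogenesis genes (1.43) without mutant replicate 3, and for oogenesis genes without N2 replicate 3. At 25 C the collagen call was lost without mutant 25 C replicate 3. For mRNA no pairing by number was shown, since same-numbered libraries deviated together at r of -0.23, -0.32 and -0.41 (mutant and N2 at 20 C), 0.16, 0.14 and -0.08 (mutant and N2 at 25 C), -0.13, 0.24 and 0.39 (N2 at both temperatures) and 0.23, -0.34 and -0.04 (mutant at both temperatures). With the replicate block, *pbs-5* antisense reads in JMC151 were called enriched (limma adjusted p 0.0096). The adjusted p of *rpn-2* (0.0158) and *csr-1* (0.00772) in GR3039 also fell under 0.05, at log2 fold changes under 1; no other named feature changed sides and no other count moved by over 1.5 times for the pairs of IP and input, apart from the interactions of ALG-3 with ALG-4 and GR3039 with GR3035 above.

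Depth limits the WAGO-4 input most, where 1 read of replicate 2 was 3.07 RPM, and JMC151, where 1 read was 0.64 to 0.768 RPM and 9262 features could be tested, against 23398 in GR3035. Features under these levels were not detectable there, which is not the same as absent.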

Other observations

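The tests of snoRNA background and structural RNA, of 1 mutant library behind the genes detected at 25 C, and of germline share behind the histone mRNAs were chosen after the results were seen; the others were planned. The first criterion for the single library, that most genes seen only in the mutant be present in all 3 libraries, was not met (298 of 786 genes) and was replaced after that by the lowest number of genes in a library.

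snoRNA features were enriched in the WAGO-10, GR3035 and GR3039 IPs (102, 86 and 100 features), against at most 3 in any of the other 7 IPs, and 82 were enriched in all 3 of these IPs. With TMM factors in place of total counts the lowest of the 3 medians was 1.54, so total-count scaling does not produce the pattern. The highest median of tRNA or rRNA in these IPs was -0.29, which argues against a rise of all structural RNA. snRNA features rose in the same IPs (32 of 41, 27 of 51 and 6 of 36 enriched, medians of 1.20, 1.32 and 0.70, against at most 1 enriched in any other IP), so the pattern is not limited to snoRNA. These are the 3 IPs whose labels put no GFP on the Argonaute, and the lowest median of 1.81 in them is in line with background of another precipitation, such as, for the CSR-1a IPs, the antibody against CSR-1a that the protocol names. That explanation was found from the same values. It is confounded with the strains and with the protein precipitated, so a binding of snoRNA fragments by these proteins was not tested.

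More genes had a count in the mutant at 25 C than in N2 at 25 C. Of the genes in both tables, the mutant libraries had at least 18305 with a count and the N2 libraries at most 17421. Thinned to one total the lowest mutant library had 18103 and the highest N2 library 17348, which argues against depth, and the lowest values argue against 1 library alone. Of the genes with no count in any N2 library, 786 had one in the mutant, with a median of 4 counts over the 3 libraries, against 121 the other way. Of 1105 genes in chemoreceptor families, 852 to 900 had a count in each mutant library at 25 C and 440 to 471 in N2; at 20 C the numbers were 359 to 495 and 531 to 559. These families were looked at after the result was seen. Contamination by genomic DNA or unspliced RNA, which may add low counts to silent genes, could not be tested from counts per gene and stays open beside an effect of the mutation; the value of 18103 excludes neither.

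Histone mRNAs were higher in the mutant at 25 C, with a median log2 change of 1.15. A larger share of sperm and oogenesis RNA in the mutant would raise the germline lists too, and the highest of their 3 medians was -0.63, which argues against it. These lists cannot decide on germline RNA of other kinds or on a difference in developmental stage, and both stay open. The histone mRNA change was compared with the enrichment (IP over input) of antisense small RNA in the CSR-1a (JMC151) IP. This used 49 histone genes, which are not independent replicates. Pearson's r was 0.14 (permutation p 0.355) and Spearman's rho 0.07 (permutation p 0.639), so no relation with enrichment was seen. A relation with the amount of antisense small RNA in the IP was not tested. Reads shared between near-identical histone genes, and histone mRNAs with polyA tails in unequal amounts under polyA selection, were not tested and stay open.

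Antisense reads of GFP were found in most strains whose labels carry GFP, but not in the JMC161 strain at a like level. They measured 5980 ± 115 RPM (SD, n = 2) in the GR3035 input and 5370 ± 1740 RPM (SD, n = 2) in its IP, and 0.17 ± 0.027 RPM (SD, n = 2) in the GR3039 input, with the GR3039 IP listed at 0. In the 6 strains with GFP on the Argonaute itself (JMC101, JMC151, JMC164, ALG-3, ALG-4 and WAGO-4) the input means ran from 26.5 to 156 RPM and the IP means from 49.5 to 439 RPM. The IP mean was above the input mean in all of these but JMC151, with 79.9 ± 25.1 RPM (SD, n = 2) in the IP and 156 ± 63.3 RPM (SD, n = 2) in the input. In JMC101 they measured 74.9 ± 3.37 RPM (SD, n = 2) in the input and 439 ± 1.19 RPM (SD, n = 2) in the IP, and in JMC161, which the labels give a GFP transgene, 0.164 ± 0.218 RPM (SD, n = 2) and 0.4 ± 0.205 RPM (SD, n = 2). In the WAGO-10 strain, whose label has no GFP, the input measured 0.739 ± 0.49 RPM (SD, n = 2) and the IP 3.89 ± 1.4 RPM (SD, n = 2), above JMC161. The cause was not tested.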
